A study of Homo sapiens with 21 samples. Its data were reported in "CTCF depletion decouples enhancer-mediated gene activation from chromatin hub formation" (2025).

How the data were processed

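Tri-C libraries of BLaER1 cells were made by the authors with NlaIII digestion, proximity ligation and capture of viewpoints, with 3 biological replicates per condition, each in 3 technical replicates. Per the labels, reads were processed against hg38. The authors ran the CapCruncher pipeline in capture mode, merged the replicates and extracted reads with at least 2 reporter fragments on the viewpoint's chromosome with a script of their own, whose version is not given in the sources used here. The unit of the deposited files is a count, the number of times a pair of reporter fragments was seen together with the viewpoint, and every pair of reporters of a read was counted by the authors, so counts from a read with several reporters are not independent. There were 371 such files, for 53 loci in 7 pooled libraries. The fragments listed were compared with NlaIII sites in the hg38 reference, and 33111079 of 33111080 matched.

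The study binned counts, corrected them for fragments per bin and compared regions with a Wilcoxon test over interactions. Here, raw counts were used. The fragment of each viewpoint, which is absent from the reporters, was placed in the gap of highest flanking counts. Promoters were taken at the canonical transcript's start in the gene annotation, and the position of the CBS viewpoint served as the boundary site. Counts with both reporters within 1 Mb of the viewpoint formed the total of a locus. Distant counts had both reporters more than 10 kb from the viewpoint and from each other. Element windows spanned 12 kb, 6 kb to each side of the element. A window count was compared with the rest of the total in 2 libraries by an exact conditional binomial test, two-sided, with Benjamini-Hochberg adjustment over the loci measured and calls at an adjusted p under 0.05. A locus was measured with at least 20 window counts over both libraries, and a pseudo-count of 0.5 was added for log2 ratios. Ratios are of the window count to the remaining counts, that is, odds ratios, and intervals are at the 95% confidence level. Shares have exact Clopper-Pearson intervals, and a count of 0 would allow up to 3 counts. Boundary crossing is the share of distant reporters on the boundary's side that lay beyond the site, with the 12 kb around the site left out.

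Class medians were set against 10000 draws of control windows, 1 per locus, with percentiles that rank the median of the loci with control windows (34 of 36 iMac loci for E-P-X and E-C-X), at 0.8 to 1.25 times the element's distance on a grid of 2 kb. Differences between the iMac and B cell medians were set against 10000 relabellings of loci. Correlations used 100000 permutations. The triple relative to its parts is the change in log2 of the triple's count times the distant total over the product of the window counts of each element. CTCF motif matches were found with a matrix of 19 positions written from general knowledge of the motif, keeping the 15 best per Mb, which gave 1757 matches over 117.1 Mb, and 23 of 51 CBS viewpoints had a match within 1 kb. Counts at pairs of matches were divided by counts at pairs shifted by 30 kb, with 10000 draws of shifted positions and 1000 resamples of loci. Analyses ran in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures in matplotlib 3.10.9.

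Classes, sublists, the comparisons with their tests and the alternatives were fixed before the data were examined, except for the additions given here. The relation between E-C-X and C-E-X changes, alternatives without neighbouring restriction fragments or without loci whose windows overlap, and all tests of explanations were added after the files or the first results had been seen. Counting each fragment pair once was fixed beforehand, and only its use as a test of pairs of very high count was added. The sublists held 13 myeloid transcription regulators, 13 myeloid surface and secreted proteins, 10 signalling and other myeloid loci, 4 B lineage transcription factors, 7 B cell receptor and recombination loci and 4 other B cell loci. Loci named in a comparison were drawn from loci the study's text names (CCR1, NFKBIZ, TRIB1, RAG2, MYB, SRGN, LMO2, KDM7A and IRF8), the 6 called loci of largest rise and the 6 of largest fall with at least 50 window counts over both libraries, and the 2 members of each sublist with the most window counts. Values of some single loci that meet these rules are not reported here, although the loci enter all counts, medians and tests. IRAG2 is listed as LRMP, CEBPA as CEBPa and MPEG1 as MPEG in the deposited data. The comparisons were 24 h against 0 h and 96 h against 0 h from both kinds of viewpoint, and the depleted against the control library at 96 h from enhancer viewpoints.

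The tests were checked on simulated data with the depths of 51 loci, in 20 simulations with 10 loci set 2-fold higher and 10 set 1.5-fold lower. For E-P-X at 96 h, with 51 loci, 100% of 2-fold and 96.5% of 1.5-fold changes were called, and 1.61% of unchanged loci. For E-P-C at 96 h these were 51.3%, 17.2% and 0.709% of the loci measured, and for C-E-P at 96 h 43.8% and 13.2%, so smaller changes of the triples went uncalled. For E-P-X with depletion 100%, 97.0% and 2.26% were called. The rates of unchanged loci hold for simulated counts only. In the data, 68.7% of control windows near iMac promoters at 96 h had an unadjusted p under 0.05, and 80.3% with depletion. The simulated rates cannot be read as error rates of calls at a locus. A gain of 0.58 planted at motif pairs was recovered as 0.59 [0.54, 0.64]. Of 200 simulated class differences without effect 5 fell outside the relabelled range, and of 200 unrelated correlations 8 had a permutation p under 0.05.

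A locus held a median of 76262, 79338, 71191 and 94055 counts in the enhancer libraries at 0 h, 24 h, 96 h and with depletion, and of 59298, 66534 and 59986 in the CBS libraries. The alternatives were windows of 7.5 kb and 30 kb, exclusion of 5 kb and 20 kb, normalization to distant counts or to the chromosome, counts divided by 3, each fragment pair counted once, minimum counts of 50 or none, all 53 loci, promoters at the outermost start, a paired Wilcoxon test over loci, omission of the 3 loci of highest counts, distant meaning beyond 20 kb or 50 kb, reach up to 500 kb, 30 kb left out around the boundary site, shifts of 60 kb, 7 or 30 matches per Mb, equal weights of loci and means in place of medians. Pairs of neighbouring restriction fragments were left out in an added alternative, and in another the 3 loci whose promoter and boundary windows overlap. IFNGR2 and TASL were left out of summaries because the study excluded them for data quality. Pairwise contacts, expression and protein binding were not analysed here.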

Results

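Tri-C was used to count chromatin contacts that join 3 fragments at once. The cells were BLaER1, a human B cell leukaemia line that converts into macrophage-like cells, called induced macrophages or iMacs, when the transcription factor C/EBPα is activated. Contacts were captured from an enhancer viewpoint in each of 53 loci before conversion (0 h) and after 24 h and 96 h of it and from a CTCF-binding site (CBS) at a domain boundary of the same loci at the same times. A further enhancer library at 96 h came from an auxin-treated subclone in which CTCF carries a degron tag. The 21 samples form 7 groups of 3 replicates, and each deposited file pools the 3 replicates of its group, so there was 1 library per condition and no replicate check. The loci belong to 36 genes that the study classed as specific to iMacs and 15 that it classed as specific to B cells, from expression. IFNGR2 and TASL were left out of all summaries, as in the study.

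Over the 51 loci the enhancer libraries held 4039221 three-way counts at 0 h, 4396577 at 24 h, 3823843 at 96 h and 5273712 in the depleted cells. The CBS libraries held 3053885, 3507430 and 3170512 counts at these times. A single locus held between 18795 and 286909 counts in a library. All positions are in the hg38 build. The enhancer viewpoints lay in intergenic sequence at 35 loci and in introns at 16, and the boundary sites lay in intergenic sequence at 24 loci, in introns at 24 and in exons at 3. The promoter was a median of 66.6 kb from its enhancer, with a range of 21.1 kb to 588.1 kb, and the boundary site a median of 139.9 kb. At CCR1 on chromosome 3 the enhancer viewpoint was intergenic at 46089782, the promoter at 46208313 and the intergenic boundary site at 46378408. The RAG2 enhancer on chromosome 11 lay in an intron of IFTAP at 36619373, and the promoter at 36598236. The NFKBIZ enhancer on chromosome 3 was intergenic at 101937442, and the TRIB1 enhancer on chromosome 8 lay in an intron of NSMCE2 at 125220316.

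In the text, E-P-X denotes counts that join the enhancer viewpoint, the target promoter and any other distant fragment. E-C-X denotes the same with the boundary CBS in place of the promoter, and E-P-C denotes counts that join enhancer, promoter and boundary site. C-P-X, C-E-X and C-E-P are the counterparts from the CBS viewpoint. Changes are log2 ratios between 2 pooled libraries, with 95% intervals in brackets. Intervals of a locus cover counting error only, and intervals of a class median come from resampling its loci. A locus rose or fell where its exact test passed at a Benjamini-Hochberg adjusted p under 0.05. These calls compare pooled libraries and not conditions.

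The first comparison asked how enhancer contacts differed after 24 h of conversion. Enhancers of macrophage genes contacted their promoters more often, and those of B cell genes less often. The strongest rises were at FOSL2, a subunit of the AP-1 factor, with 1.44 [1.16, 1.75], at the chemokine receptor gene CCR1 with 1.09 [1.00, 1.19] and at KLF6 with 1.06 [0.89, 1.23]. The strongest falls were at IGLL1, which encodes part of the surrogate light chain, with -1.49 [-1.71, -1.27], and at the interleukin receptor gene IL7R with -1.22 [-1.31, -1.12]. E-P-X contacts rose at 27 of the 36 iMac loci and fell at 1. They fell at 13 of the 15 B cell loci and rose at none of them, or at 1 in windows of 7.5 kb, and 2 iMac loci fell under 5 alternatives and none with all counts divided by 3. The class medians were 0.39 [0.28, 0.51] and -0.73 [-0.96, -0.47], the latter -0.37 in windows of 30 kb.

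Among the sublists, 12 of 13 myeloid transcription regulators gained E-P-X contacts by 24 h, with a median of 0.74. LMO2, a transcription cofactor of blood cells, had 0.84, the demethylase gene KDM7A 0.82 and IRF8 0.49, whereas CEBPA, at 0.08, did not pass the test, but did in windows of 7.5 kb, with 0.20. Of the myeloid surface and secreted proteins 7 of 13 rose, with a median of 0.29, among them SRGN with 0.52, and IL10RA, at -0.03, did not pass the test, but fell with exclusion of 5 kb, with -0.10. Of the signalling and other myeloid loci 8 of 10 rose, including the ubiquitin ligase gene PELI1 with 0.95 and TRIB1 with 0.40. All 4 B lineage transcription factors fell, with a median of -0.87, from EBF1 with -1.11 to PAX5 with -0.45. Of the B cell receptor and recombination loci 6 of 7 fell, including the recombinase gene RAG2 with -0.60 and the terminal transferase gene DNTT with -0.73, and 3 of the 4 other B cell loci fell.

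Contacts of the enhancers with the boundary site moved less by 24 h. E-C-X contacts rose at 18 iMac loci and fell at 4, with a median of 0.18 [0.02, 0.31], and rose at 5 B cell loci and fell at 2, with a median of 0.09. NFKBIZ, an inducible regulator of NF-κB target genes, had 0.81 and the B cell genes PAX5 and MYB 0.89 and 0.88, while the survival gene BCL2 fell by 0.72. With all counts divided by 3, 11 iMac loci rose. E-P-C contacts were measured at 16 iMac loci, of which 4 rose (CCR1 1.64, LMO2 1.28, KDM7A 1.19 and SRGN 0.72), and at 9 B cell loci, of which 4 fell, including BCL2 with -1.19 and RAG2 with -0.54. These counts were 1 and 0 with all counts divided by 3, and 13 of the 29 iMac loci measured in windows of 30 kb rose. KDM7A did not pass with each fragment pair counted once, nor SRGN in windows of 7.5 kb, with 0.47. Relative to the product of E-P-X and E-C-X counts, which both include the triple, the medians were -0.10 [-0.25, 0.22] and 0.08 [-0.38, 0.55]. The share of reporters beyond the boundary site fell at 20 iMac loci and rose at 9, with a median log2 odds ratio of -0.12, and rose at 12 of 15 B cell loci, with a median of 0.35. IRAG2, a lymphoid membrane protein gene, had 1.24, MYB 0.71 and RAG2 0.66, whereas IRF8 had -1.03. The share of counts with both reporters distant from the viewpoint and from each other changed little, with medians of 0.01 at iMac and 0.06 at B cell loci, which became -0.08 at iMac loci with neighbouring fragments left out and 0.25 at B cell loci when distant meant beyond 50 kb.

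Against control windows at matched distances from the enhancer, the E-P-X medians at 24 h stood apart in both classes. Control windows had a median of 0.02 for iMac loci and 0.13 for B cell loci, and the observed medians lay above and below all 10000 draws. The E-C-X median of iMac loci lay at percentile 98.94 and that of B cell loci at percentile 34.49 of the draws. These percentiles describe the libraries at hand, since loci are not replicates. Of the control windows themselves, 45.1% near iMac promoters and 46.9% near B cell promoters had an unadjusted p under 0.05, so a call at a locus does not set its element apart from other sequence.

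The second comparison set 96 h, the last time used here, against 0 h. Macrophage genes had gained and B cell genes had lost three-way contacts between enhancer and promoter. At CCR1 the share of three-way counts with the promoter went from 1.48% [1.40, 1.56] to 6.31% [6.14, 6.48], a log2 ratio of 2.17 [2.08, 2.26], with exact binomial intervals of the shares. CITED2, a transcriptional coregulator, had 1.88, FOSL2 1.88, the Notch effector gene RBPJ 1.85 and KLF4 1.80. IGLL1 had -1.71, BCL11A -1.61, EBF1 -1.49 and IL7R -1.42. E-P-X contacts rose at 35 of 36 iMac loci and fell at 14 of 15 B cell loci, with no locus of either class called the other way, except that 1 iMac locus fell for promoters at the outermost start.

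**Figure D1:**
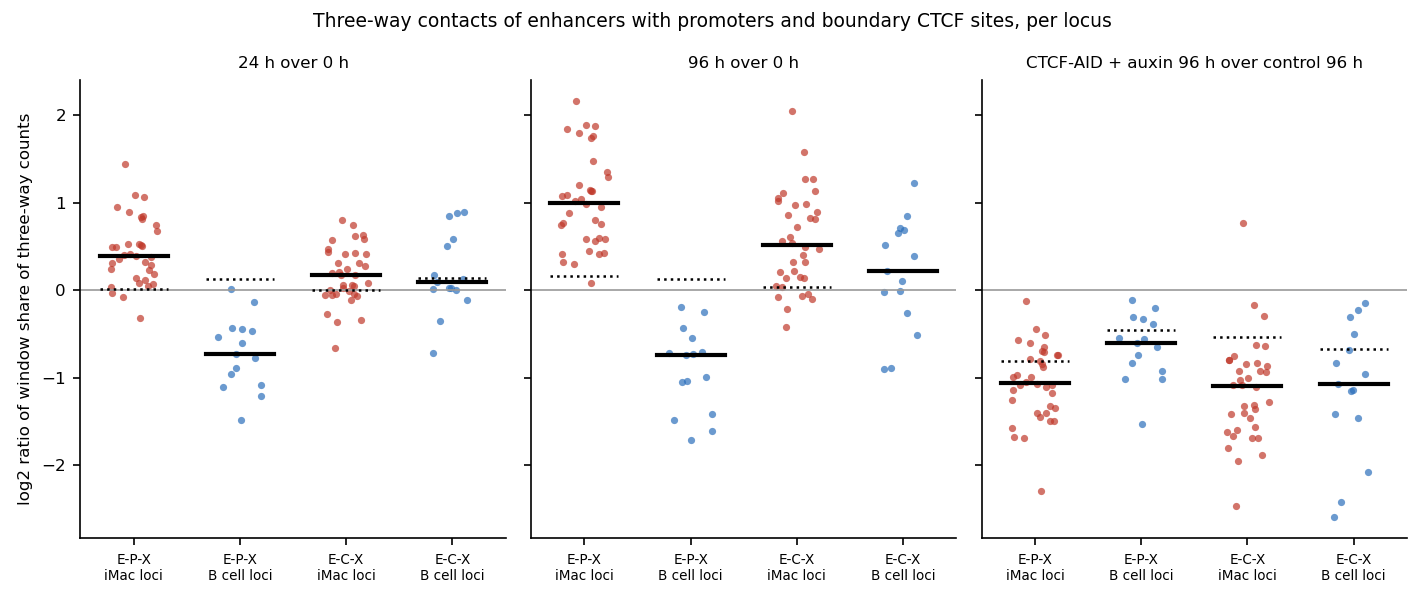
Change of three-way contacts per locus (vertical axis, log2 ratio of the window's share of three-way counts), for promoters (E-P-X) and boundary CTCF sites (E-C-X) of 36 iMac and 15 B cell loci in 3 comparisons of pooled libraries, where each point is a locus, the solid line the class median and the dotted line the median of control windows at matched distance. E-P-X medians at 96 h were 1.00 for iMac and -0.75 for B cell loci, and in the depleted library medians and control windows both lay below 0.

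All 13 myeloid transcription regulators rose at 96 h, with a median of 1.35, among them KDM7A with 1.35, LMO2 with 1.21, NFKBIZ with 1.13 (adjusted p = 9.97e-55 by the exact test), CEBPA with 0.60 and IRF8 with 0.58. All 13 myeloid surface and secreted proteins rose as well, with a median of 0.77, including the granule proteoglycan gene SRGN with 0.88. Of the signalling and other myeloid loci 9 of 10 rose, with a median of 0.78, including TRIB1 with 1.14 and the kinase gene LYN with 1.02. All 4 B lineage transcription factors fell, with a median of -1.27, including MYB with -1.04 and PAX5 with -0.43, which was -0.14 and did not pass in windows of 30 kb. Of the B cell receptor and recombination loci 6 of 7 fell, with a median of -0.72, including RAG2 with -0.75 and DNTT with -0.72. All 4 other B cell loci fell, among them IRAG2 with -0.99. The median share of counts with the promoter went from 1.01% to 2.14% at iMac loci and from 1.97% to 1.11% at B cell loci. Control windows had medians of 0.16 and 0.13, and both class medians lay outside all draws, although 68.7% and 49.01% of these windows had an unadjusted p under 0.05 themselves.

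E-C-X contacts at 96 h rose at 24 iMac loci and fell at 2, with a median of 0.51 [0.21, 0.84] against 0.03 in control windows. At CD14, MXD1 and KLF4 the boundary site lay 2.2 kb, 2.5 kb and 8.8 kb from the promoter, so both windows overlapped and their gains are not separate. They rose at 11 of 13 myeloid transcription regulators, among them NFKBIZ with 1.58 and FOSL2 with 1.28, and fell at LMO2 with -0.21, a call lost under 6 alternatives, with -0.04 in windows of 30 kb and with normalization to distant counts and -0.06 in windows of 7.5 kb. Of the myeloid surface and secreted proteins 7 of 13 rose, including SRGN with 1.05 and CCR1 with 0.50, and TNFRSF1B fell by 0.42, which became 0.11 in a window of 30 kb and no iMac locus fell with normalization to distant counts. Of the B cell loci 7 rose and 3 fell, and 7 fell with normalization to the whole chromosome. Their median of 0.22 lay at percentile 53.57 of their control windows, which also had a median of 0.22. IRAG2 had 1.23 and MYB 0.69, whereas BCL2 had -0.91 and BCL11A -0.89, and RAG2, at -0.01, did not pass the test. RAG2 fell with -0.28 in windows of 30 kb and with normalization to the whole chromosome, and rose with 0.15 with exclusion of 20 kb.

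The complete triple of enhancer, promoter and boundary site rose at 16 of 20 measured iMac loci, with a median of 1.33 [1.17, 1.56], and at none of 9 B cell loci, where 4 fell, although 2 rose in windows of 30 kb. CCR1 had 3.08 [2.60, 3.62], from 38 to 294 counts, NFKBIZ 2.46, TRIB1 1.99 and SRGN 1.58, while RAG2 fell by 0.60. Of the myeloid surface and secreted proteins 8 of 9 rose, of the myeloid transcription regulators 5 of 6 and of the signalling and other myeloid loci 3 of 5. Relative to the product of E-P-X and E-C-X counts, the triple changed by 0.18 [-0.06, 0.49] at 20 iMac loci and 0.22 [-0.15, 0.66] at 9 B cell loci. At the 12 and 6 of these with control pairs the medians were -0.0031 and 0.33, at percentiles 79.75 and 78.64 of control pairs. No change of the triple beyond this product was thus detectable at this depth. Pairwise contacts were not used, so cooperation beyond pairwise contacts was not tested. With all counts divided by 3, 7 iMac loci rose and none of the B cell loci fell, and TRIB1 and RAG2 lost their calls.

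**Figure D2:**
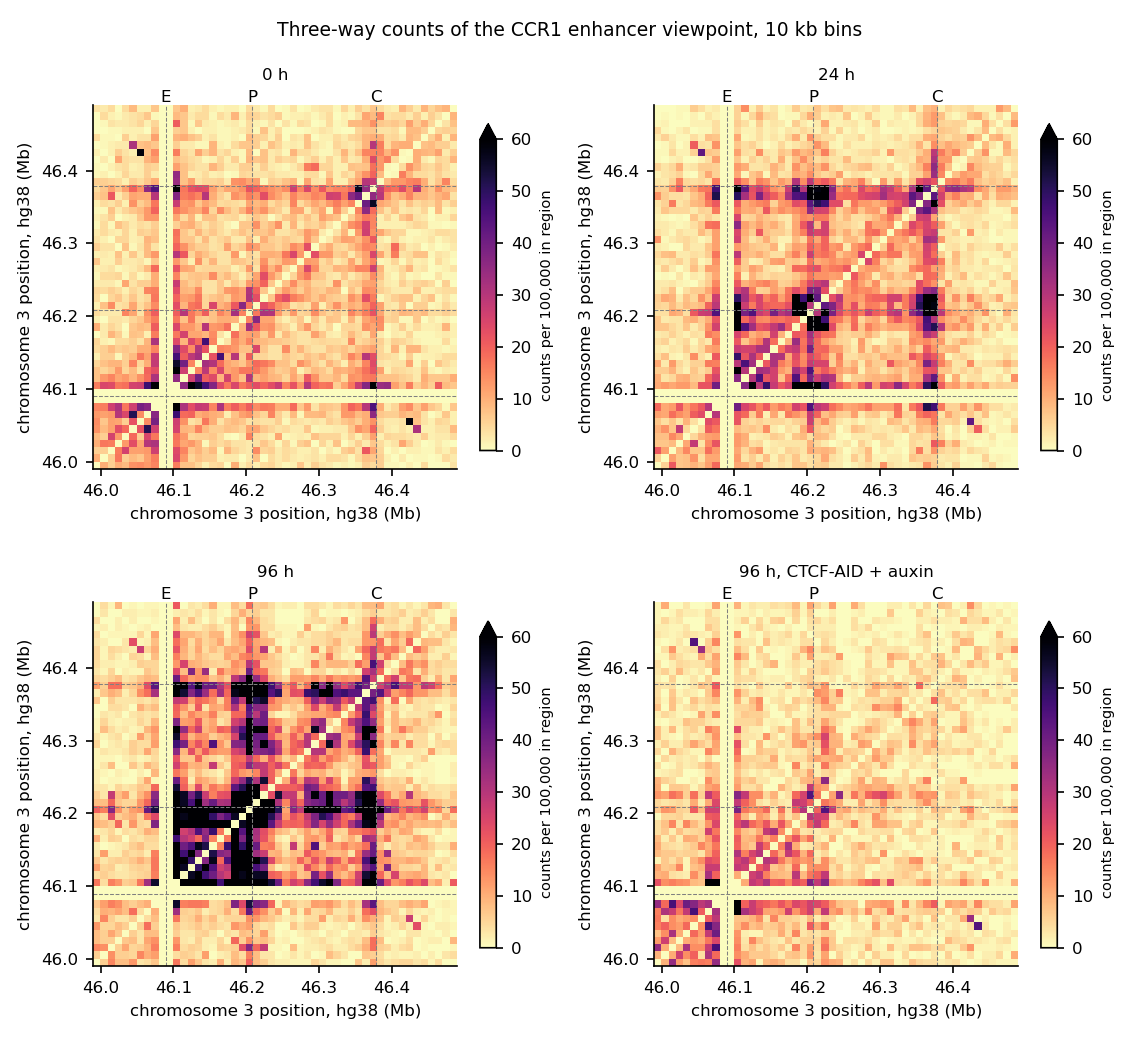
Three-way counts of the CCR1 enhancer viewpoint in 4 pooled libraries, for each pair of 10 kb bins on chromosome 3 (both axes, position in Mb, hg38), as counts per 100,000 in the region, with dashed lines at the enhancer (E), promoter (P) and boundary CTCF site (C). Counts at the crossing of promoter and boundary site went from 38 at 0 h to 294 at 96 h and were 13 in the depleted library.

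Enhancers of macrophage genes also reached less often past the boundary site at 96 h. The share of distant reporters on that side which lay beyond the site fell at 34 of 36 iMac loci, from a median of 43.9% to 31.5%, with a median log2 odds ratio of -0.69 [-0.89, -0.43]. NFKBIZ went from 31.5% to 10.98%, CCR1 from 30.1% to 17.6%, and KDM7A and SRGN had log2 odds ratios of -1.62 and -1.47. The fall included 12 of 13 myeloid transcription regulators, 12 of 13 surface and secreted proteins and all 10 signalling and other myeloid loci. Of the 15 B cell loci 10 rose and 2 fell, with a median of 0.21, and IRAG2 had 1.23, MYB 0.86 and IL7R 0.73. The distant share had small class medians at 96 h too, of 0.07 at iMac and 0.06 at B cell loci. Its median was 0.29 at the myeloid transcription regulators, of which 11 of 13 rose, and -0.08 at the myeloid surface and secreted proteins, of which 8 of 13 fell. At 96 h it rose at 19 iMac loci and fell at 9, whereas 18 fell with neighbouring fragments left out, with a median of -0.03, and 18 when distant meant beyond 50 kb, with a median of -0.08.

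**Figure D3:**
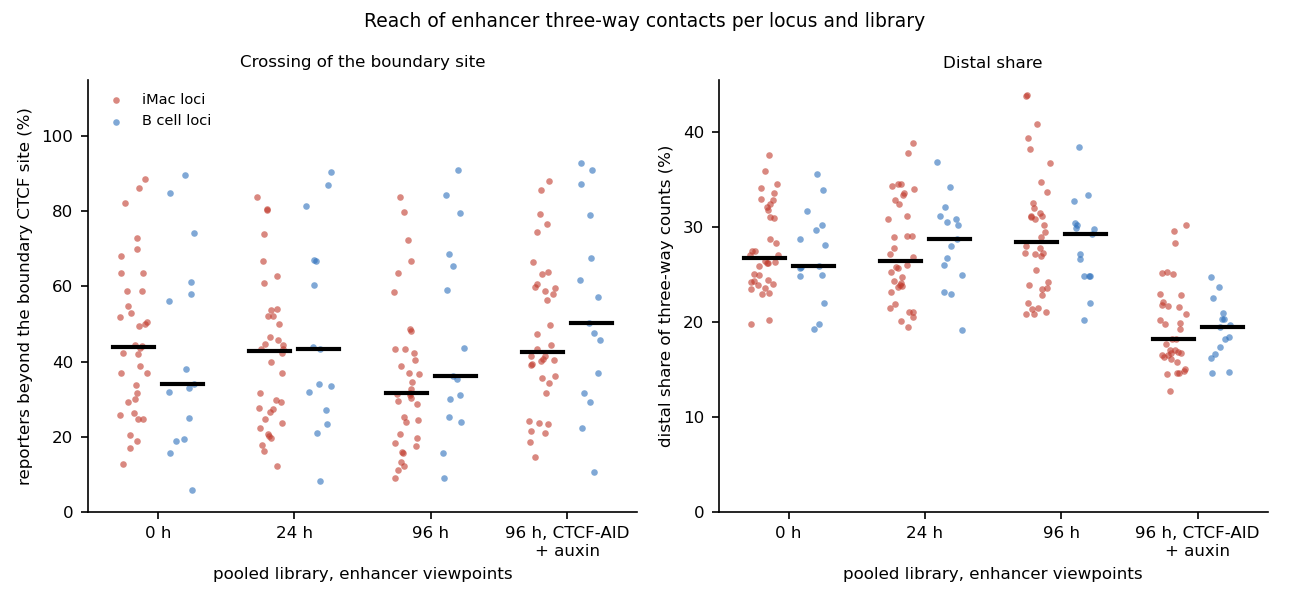
Share of distant reporters beyond the boundary CTCF site (left, percent) and share of three-way counts with both reporters distant from the viewpoint and from each other (right, percent), where each point is a locus of an enhancer library and the black line the class median. The median share beyond the site at iMac loci was 43.9% at 0 h, 31.5% at 96 h and 42.5% in the depleted library.

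The same loci were measured from the boundary site as viewpoint in separate libraries. Between 0 h and 96 h the boundary sites gained contacts with promoters of both classes. C-P-X contacts rose at 22 of 32 measured iMac loci and fell at 1, with a median of 0.61 [0.26, 0.79], and rose at 11 of 14 B cell loci and fell at 1, RORB, with a median of 0.40 [0.21, 0.72], while 6 iMac loci fell in windows of 30 kb and 3 B cell loci with normalization to the whole chromosome. The medians lay above all draws and at percentile 99.59 of the draws. All 10 measured myeloid transcription regulators rose, including NFKBIZ with 1.17, and CCR1 had 1.19 and TRIB1 1.00. All 3 measured B lineage transcription factors rose as well, EBF1 with 1.59, MYB with 0.91 and PAX5 with 0.35, where PAX5 was -0.15 after normalization to distant counts. RAG2 had 0.14, which became -0.20 after normalization to the whole chromosome and lost its call under 3 other alternatives. At 24 h, 13 iMac loci rose and 3 fell, with a median of 0.18. Of the B cell loci 7 rose and 2 fell, with a median of 0.15. With all counts divided by 3, 6 iMac and 3 B cell loci rose. Control windows at 24 h had medians of 0.06 and 0.20, and the class medians lay at percentiles 98.65 and 28.66 of the draws.

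C-E-X contacts rose at 22 of 36 iMac loci and 7 of 15 B cell loci at 96 h and fell at 1 and 2, with medians of 0.48 and 0.30, and 5 B cell loci fell with normalization to the whole chromosome. At 24 h they rose at 9 iMac and 6 B cell loci and fell at 5 and 3, with medians of 0.08 and 0.17. They rose at 2 and 3 loci with all counts divided by 3, and with normalization to distant counts 5 iMac loci rose and 9 fell, and 5 B cell loci fell. The triple seen from the boundary site, C-E-P, rose at 11 of 18 measured iMac loci at 96 h, with a median of 1.502 [0.80, 2.20], and rose at 2 and fell at 1 of 9 B cell loci, with a median of 0.02. CCR1 had 2.27, NFKBIZ 2.13, IRF8 2.47 and TRIB1 2.38, and PAX5 had -2.06. All but CCR1 lost their calls with all counts divided by 3, and so did NFKBIZ, with 0.75, for the promoter at the outermost start and PAX5, with -0.52, in windows of 30 kb. At 24 h the medians were 0.33 at iMac loci, of which 3 of 13 rose, and -0.31 at B cell loci, of which 1 of 9 rose. The share of counts with both reporters distant rose at 31 iMac and 12 B cell loci at 96 h, with medians of 0.15 and 0.16, and at 32 and 14 loci at 24 h, with medians of 0.16 and 0.14, where 19 iMac loci rose, with a median of 0.06, once neighbouring fragments were left out. Counts behind the triples were low, and with all counts divided by 3 only 2 iMac loci rose in C-E-P at 96 h and none at 24 h. In windows of 30 kb the iMac median at 96 h was 0.79 and the B cell median at 24 h 0.07.

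Across loci, which are not independent replicates, 10 relations were computed. The E-P-X change at 96 h rose with the distance between enhancer and promoter at the 36 iMac loci, with Pearson's r = 0.71 (permutation p = 1e-05, the smallest that the permutations can give, adjusted 5e-05) and Spearman's rho = 0.67 (permutation p = 2e-05, adjusted 1e-04). CITED2 and FOSL2, with enhancers 465.0 kb and 437.0 kb away, were among the loci of large change. Without the 2 loci farthest from the median distance r was 0.64. At the 15 B cell loci r was -0.23 (permutation p = 0.402, adjusted 0.502) and rho -0.25 (permutation p = 0.360, adjusted 0.450). The change of the triple at 96 h measured from the enhancer went with that measured from the boundary site at 25 loci, with r = 0.58 (permutation p = 0.00211, adjusted 0.00703), rho = 0.55 (permutation p = 0.00461, adjusted 0.0154) and r = 0.48 without the 2 farthest. With no minimum of window counts r was 0.29 (permutation p = 0.0532). E-C-X and C-E-X changes, a relation added after the files had been seen, had r = 0.79 and rho = 0.78 at 51 loci, both with the smallest permutation p (1e-05, adjusted 5e-05 and 1e-04), and r = 0.75 without the 2 farthest. The other 6 relations did not pass the test. With normalization to the whole chromosome the E-C-X change at iMac loci had r = 0.34 with distance at 96 h (permutation p = 0.0433). With depletion it had r = -0.36 (permutation p = 0.0294). These p were not adjusted over the 10 relations, so they do not meet the same test.

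**Figure D4:**
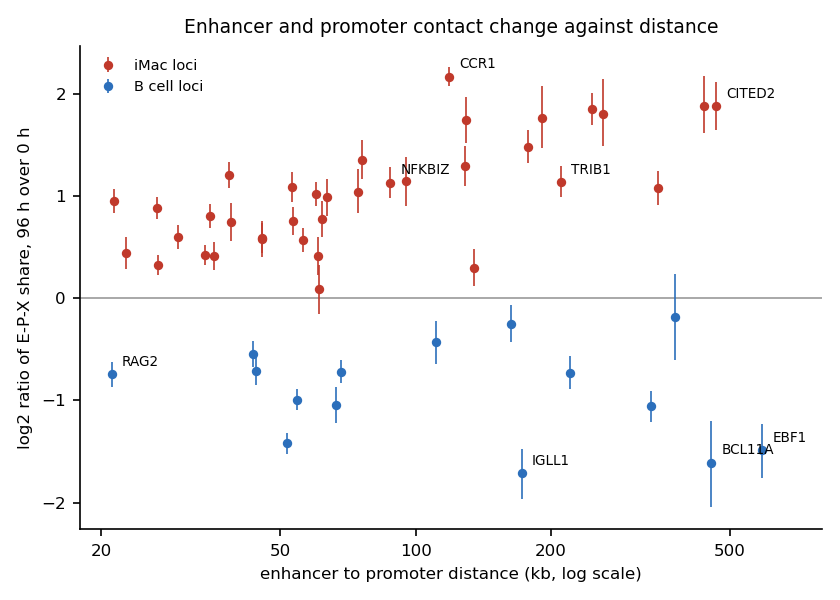
Change of E-P-X contacts from 0 h to 96 h (vertical axis, log2 ratio) against the distance between enhancer and promoter (horizontal axis, kb, log scale), where each point is a locus and each bar the 95% interval from counting error. The change grew with distance at iMac loci, with r = 0.71, and not detectably at B cell loci, with r = -0.23.

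Sequence matches to the CTCF motif gave a measure that does not rest on the chosen elements. Over 12833 pairs of matches in the 51 loci, three-way counts from enhancer viewpoints were 1.18 times those at shifted positions at 0 h, 1.248 times at 24 h and 1.36 times at 96 h. The log2 change was 0.08 at 24 h, at percentile 94.85 of shifted draws, and 0.15 with each locus weighted equally, and 0.20 [0.09, 0.34] at 96 h, above all draws. At 96 h it was 0.31 at iMac loci and -0.05 at B cell loci. With the 7 best matches per Mb the change at 96 h was -0.01, with the 30 best 0.10 [-0.01, 0.22] at percentile 98.43, and with shifts of 60 kb 0.13 at percentile 99.12. At 24 h it was -0.03 with the 7 best and 0.04 with shifts of 60 kb. From CBS viewpoints the ratio went from 1.68 to 1.83, a change of 0.12 at percentile 99.38, and the change at 24 h was 0.05 at percentile 86.93. With loci weighted equally these were 0.31 and 0.24, and with the 7 best matches the change at 24 h was 0.01.

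**Figure D5:**
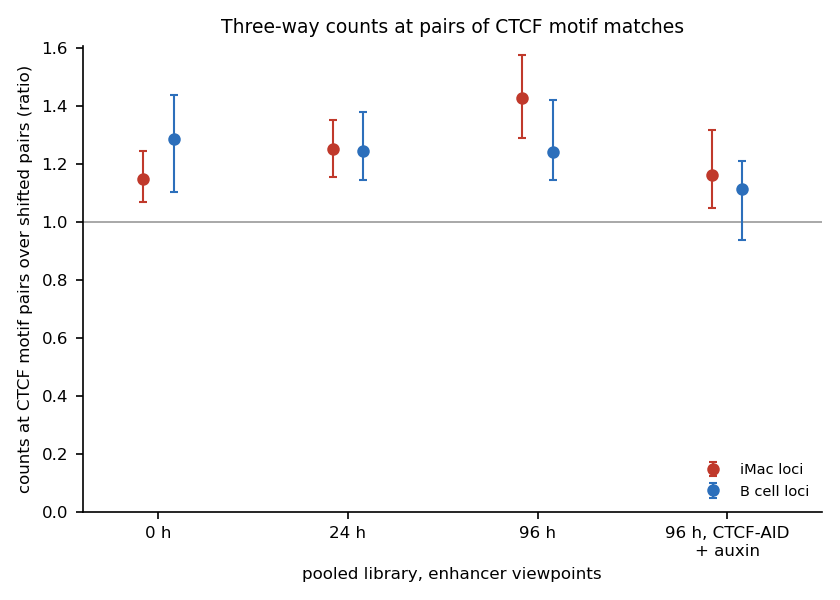
Three-way counts at pairs of CTCF motif matches over counts at pairs shifted by 30 kb (vertical axis, ratio) in the 4 enhancer libraries, for iMac and B cell loci, where points are sums over loci and bars 95% intervals from resampled loci. At iMac loci the ratio was 1.15 at 0 h, 1.43 at 96 h and 1.16 in the depleted library.

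The last comparison asked what differed at 96 h in cells depleted of CTCF. Enhancers of macrophage genes had fewer three-way contacts with their promoters and the boundary site than in the control library, relative to the locus total. Of the distant reporters on the boundary's side, a larger share lay past the site. That share has a different base, so it does not show more contacts past the site relative to the total. E-P-X contacts fell at 35 of 36 iMac loci and at 12 of 15 B cell loci, with medians of -1.07 [-1.18, -0.84] and -0.60 [-0.84, -0.33]. The largest falls were at CCR1 with -2.30 [-2.40, -2.21], where the share with the promoter was 1.35% against 6.31%, at KLF4 with -1.69 and at RBPJ with -1.68. The KLF4 promoter window overlaps that of its boundary site, 8.8 kb away. The paper also reports CTCF sites close to many of its targeted promoters. A promoter window of 12 kb cannot separate a loss at the promoter from a loss at such a site. The depleted library also differed as a whole. A median of 39.7% of its fragment pairs were seen more than once, against 25.6% in the control library. Pairs of neighbouring restriction fragments made up a median of 47.5% of the depleted library's counts against 32.5% in the control library. The share with both reporters distant was 18.4% against 28.9% and fell at all 51 loci. Its log2 medians of -0.78 at iMac and -0.75 at B cell loci were -0.33 and -0.35 with each fragment pair counted once.

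Beside this higher share of neighbouring fragments, E-P-X contacts fell at all 13 myeloid transcription regulators (median -0.9995), at 12 of 13 myeloid surface and secreted proteins (-1.08) and at all 10 signalling and other myeloid loci (-0.92). NFKBIZ had -0.97, IRF8 -0.88, KDM7A -0.81 and CEBPA -0.57, SRGN had -1.11, and LYN had -1.40 and TRIB1 -0.79. Of the B cell receptor and recombination loci 6 of 7 fell, including RAG2 with -1.02, all 4 other B cell loci fell, and 2 of 4 B lineage transcription factors fell, PAX5 with -0.55 and MYB with -0.33. Control windows were lower too, with medians of -0.81 near iMac and -0.45 near B cell promoters, and 80.3% and 62.2% of them had an unadjusted p under 0.05. The iMac median lay below all draws and the B cell median at percentile 6.40. Normalized to distant counts only, the medians were -0.46 at iMac and -0.03 at B cell loci, of which 6 fell and 3 rose. LMO2, at -0.52, and MYB then turned to 0.03 and 0.24, and CEBPA, with -0.10, TRIB1, with -0.14, and PAX5, with -0.03, lost their calls. With each fragment pair counted once the medians were -0.61 and -0.24, and with neighbouring fragments left out -0.63 and -0.24. MYB turned to 0.04 and 0.02 under these, and lost its call with exclusion of 20 kb, with -0.17, and with all counts divided by 3. PAX5 lost its call under both, with -0.24 and -0.20, and LMO2 with each pair counted once, with -0.09.

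With the same higher share of neighbouring fragments, E-C-X contacts fell at 34 of 36 iMac loci and 13 of 15 B cell loci, with medians of -1.10 [-1.40, -0.93] and -1.07 [-1.47, -0.69]. They fell at all 13 myeloid transcription regulators (median -1.40), among them FOSL2 with -1.96 and NFKBIZ with -1.81, and at 12 of 13 myeloid surface and secreted proteins (-1.28), led by CCR1 with -2.47, while the integrin gene ITGAX rose by 0.76, which was 0.11 and did not pass in a window of 30 kb. Of the signalling and other myeloid loci 9 of 10 fell, including TRIB1 with -1.89. The falls at B cell loci included IRAG2 with -2.60, RAG2 with -2.42, IL7R with -2.09 and MYB with -1.47. Control windows had medians of -0.53 and -0.68, below which the class medians lay at percentiles 0 and 0.01. Normalized to distant counts only, the medians were -0.57 and -0.49, and with each fragment pair counted once -0.73 and -0.66.

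The complete triple fell at 15 of 21 iMac loci and 6 of 8 B cell loci, with medians of -1.77 [-2.22, -1.13] and -1.69 [-3.18, -0.87]. In windows of 30 kb it fell at 28 of 31 iMac loci. In windows of 7.5 kb the iMac median was -2.26, and 3 of 4 B cell loci fell. CCR1 had -4.44 [-5.42, -3.69], from 294 to 13 counts, IRAG2 -3.77, NFKBIZ -2.42, TRIB1 -2.35 and RAG2 -2.07, and IRF8, at -0.19, did not pass the test but fell in windows of 30 kb, with -0.66. Relative to the product of E-P-X and E-C-X counts the medians were -0.32 [-0.53, 0.14] at 21 iMac and -0.27 [-1.19, 0.47] at 8 B cell loci. Both intervals hold 0, and the median of the 6 myeloid transcription regulators was 0.14. The medians of the 14 and 7 loci with control pairs, -0.34 and -0.10, lay at percentiles 0.16 and 19.67 of control pairs, whose own medians were 0.31 and 0.16. The share of reporters beyond the boundary site rose at 35 of 36 iMac loci, from a median of 31.5% to 42.5%, and at 14 of 15 B cell loci, from 36.1% to 50.2%. CCR1 went from 17.6% to 40.4%, KLF4 had a log2 odds ratio of 1.72, KDM7A 1.69 and NFKBIZ 1.32, and IGLL1 fell by 0.44. The ratio at pairs of CTCF motif matches went from 1.36 to 1.15, a change of -0.25 [-0.39, -0.12] below all shifted draws, and was -0.08 with the 30 best matches per Mb (percentile 2.60) and -0.17 with the 7 best (percentile 4.17), both inside the range of the draws.

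Promoters of neighbouring genes that the study's text names gained contacts. The LMO2 enhancer contacted the CAPRIN1 promoter, 121 kb away, with 488 counts against 160, a fold of 1.99 [1.67, 2.40]. The KDM7A enhancer contacted the SLC37A3 promoter, 145 kb away and past the boundary site, with 358 counts against 71, a fold of 2.31 [1.80, 3.04]. These contacts were not set against control windows. The share of distant reporters beyond the KDM7A boundary site rose as a whole, with a log2 odds ratio of 1.69. The SLC37A3 promoter had 1.21, but relative to all counts within 1 Mb, so these values cannot be compared directly. Over 45 loci no preference for promoters past the site over windows free of promoters was detected, with medians of 0.62 and 0.62 relative to distant counts. A small preference may be hidden by the spread of the windows. The promoters were not selected by expression, so a preference for active ones was not tested. In the control conversion the SLC37A3 contact fell by 0.79 between 0 h and 96 h, whereas the CAPRIN1 contact rose by 0.39. The depleted library was the only one of the degron subclone, and no library of that subclone without auxin was used here, so treatment, subclone and library cannot be told apart.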

Values the study reported

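The study analysed 51 promoters. For multi-way contacts at iMac loci through the conversion it gave P = 1.2e-08 for hubs of 2 enhancers and a promoter, P = 4.5e-14 for hubs with an enhancer and a CBS, P = 6.1e-05 for CBS contacts with enhancers or promoters and P = 0.14 for contacts among CBSs. At B cell loci the corresponding values were P = 2.4e-04, P = 1.3e-04, P = 0.64 and P = 0.031. The paper describes hubs as forming at iMac loci and dissolving at B cell loci, where multi-way CBS contacts stayed relatively stable. Its value for CBS contacts with enhancers or promoters pools both kinds of element. Here C-P-X rose at 11 of 14 B cell loci at 96 h. The measures differ, so this contrast was not resolved. For CTCF depletion at iMac loci the study gave P = 7.1e-08 for hubs of enhancers and a promoter and P = 9.3e-14 for hubs with an enhancer and a CBS. After depletion the paper reports relatively stable pairwise contacts of enhancers with promoters and modest effects on expression. Neither was analysed here. Changes in pairwise contact of enhancers and promoters correlated with changes in expression with a coefficient of 0.82.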

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

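The use of each test of an explanation here was chosen after the first results were seen. Only the tests of neighbouring fragments, of pairs of very high count and of distance were set down before their own values were known. For pairs of very high count, the count with each fragment pair taken once had been fixed before the data were examined. Its use as a test of that explanation came later.

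In the depleted library, contacts of enhancers with promoters and boundary sites fell. With pairs of neighbouring restriction fragments left out, the E-P-X median of iMac loci was still -0.63 [-0.83, -0.50], which argues against the larger share of such pairs as the whole cause, although the median moved from -1.07. Boundary sites lost more than windows at the same distance, by a median of -0.51 over 49 loci and below all draws, which argues against a general shortage of distant counts as the whole cause, whereas B cell promoters lost 0.15 more than their control windows (-0.15, percentile 6.40), a fall that such a shortage may account for. Only 1 pooled library of the degron subclone was used, so loss of CTCF, subclone and library cannot be told apart for any of these loci.

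E-P-X contacts rose at iMac and fell at B cell loci at 96 h. The class medians differed by 1.75, outside the range of relabelled loci from -0.57 to 0.70. With the change of each locus's own control windows subtracted the difference was 1.88 at 49 loci, outside a range from -0.63 to 0.73. A shift of the whole library moves both classes alike, so a difference between classes cannot test it. Control windows had medians of 0.16 near iMac and 0.13 near B cell promoters. Sequence at matched distance thus did not share the opposite changes. With each fragment pair counted once the difference was 1.70, which argues against a few pairs of very high count. The classes were made from expression and each condition is 1 library, so a difference between cultures or captures that follows the class of the locus stays open, as does a link with transcription, which was not tested.

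The E-P-X rise at iMac loci was larger for more distant promoters. Taken over the locus's own control windows, the rise still went with log10 distance, with r = 0.58 at 34 loci (permutation p = 0.00032), which argues against a change of the distance decay at all positions. Among the 24 promoters more than 50 kb away r was 0.64 (permutation p = 0.00083), which argues against background near the viewpoint as the whole cause. That distant enhancers may depend more on the conversion stays a hypothesis, since the loci were chosen by the study and no biological explanation was tested.

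The other differences between classes that lay outside the relabelled range were 1.12 for E-P-X and 1.40 for E-P-C at 24 h. Crossing of the boundary site differed by -0.47 at 24 h and -0.89 at 96 h. The triple differed by 1.501 from the enhancer and by 1.48 from the boundary site at 96 h, the latter inside the relabelled range at 0.50 in windows of 30 kb, at 1.63 in windows of 7.5 kb, at 1.06 with no minimum of counts and at 1.21 with promoters at the outermost start. With depletion, E-P-X medians differed by -0.47, and the control windows of iMac and B cell loci had medians of -0.81 and -0.45, while the difference was inside the range in windows of 30 kb, at -0.19, and for promoters at the outermost start, at -0.31. IFNGR2, left out of the summaries, had 448 counts with its promoter at 96 h, with a log2 ratio of 0.39 over 0 h and of -1.13 with depletion. TASL, left out likewise, had 1294 counts, with 0.10 and -1.05.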

How the results depend on the processing

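Of 532 class medians recomputed under alternatives 496 stayed inside the interval of the reported median or, for the Wilcoxon test, on the same side of the test. Of 277 class differences 12 newly passed the test, 6 no longer passed it and 3 changed sign, and the others stayed on the same side, as did 114 of 117 correlations and 15 of 20 values at motif pairs. Of the counts of called loci 448 of 490 in the more frequent direction and 401 of 490 in the other stayed within 1.5 times the reported count. All 18 values of the CAPRIN1 and SLC37A3 promoters stayed on the same side of the test. Of 1629 values of named loci 1578 stayed on their side of the test, 38 no longer passed it, 5 newly passed it and 8 changed sign. The iMac and B cell medians in E-P-X at 24 h and 96 h kept their direction under every alternative run. Depth limits the triples most, since they rest on the fewest counts, and no alternative adds a replicate. No paired analysis was possible because each file pools the replicates, and leaving out replicates in turn was not possible for that reason.

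With counts divided by 3, which lowers the counts tested by construction, fewer loci were called. The iMac loci that rose were 11 in E-C-X, 1 in E-P-C, 6 in C-P-X, 2 in C-E-X and 0 in C-E-P at 24 h, and 7 in E-P-C and 2 in C-E-P at 96 h. The B cell loci that fell in E-P-C were 0 at 24 h and 0 at 96 h, and those that rose were 3 in C-P-X, 3 in C-E-X and 0 in C-E-P at 24 h and 0 in C-E-P at 96 h.

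With each fragment pair counted once, medians with depletion at iMac and B cell loci were -0.61 and -0.24 in E-P-X, -0.73 and -0.66 in E-C-X and -0.33 and -0.35 in the distant share, and MYB turned to 0.0375 in E-P-X. C-E-P rose at 1 iMac and 0 B cell loci at 24 h and 0 B cell loci at 96 h, and the class differences at 24 h were -0.12 in the distant share and 0.58 in C-E-P, both now outside the relabelled range. With pairs of neighbouring fragments left out, chosen after seeing the data, the medians with depletion were -0.63 and -0.24 in E-P-X, -0.75 at iMac loci in E-C-X and -0.36 and -0.38 in the distant share, and MYB turned to 0.0196. The iMac median of the distant share was -0.0805 at 24 h, where 27 loci fell, and turned to -0.0291 at 96 h, where 18 loci fell. From CBS viewpoints it was 0.0599 at 24 h, where 19 loci rose, and 0.12 at 96 h. The class differences at 24 h were -0.20 in the distant share, 0.63 in C-E-P and, reversed, -0.0576 in the distant share from CBS viewpoints. With normalization to distant counts only, the medians with depletion were -0.46 and -0.0295 in E-P-X, where 6 B cell loci fell, and -0.57 and -0.49 in E-C-X. LMO2 and MYB turned to 0.0299 and 0.24 in E-P-X with depletion and PAX5 to -0.15 in C-P-X at 96 h, 5 iMac loci rose and 9 fell in C-E-X at 24 h, where 5 B cell loci fell, 1 B cell locus rose in C-E-P at 96 h and the class difference in C-E-P at 24 h was 0.63. With normalization to the chromosome that difference was 0.68, 1 B cell locus rose in C-E-P at 96 h and RAG2 turned to -0.20 in C-P-X at 96 h. The E-C-X change of iMac loci then had r = 0.34 with distance (permutation p = 0.0433, not adjusted) at 96 h. With depletion r was -0.36 (permutation p = 0.0294, not adjusted). The cause was not tested for any of these.

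In windows of 30 kb the B cell E-P-X medians were -0.37 at 24 h and -0.51 at 96 h. In E-P-C, 13 of 29 measured iMac loci rose at 24 h and 28 of 31 fell with depletion. C-E-P rose at 6 of 25 measured iMac loci at 24 h, where the B cell median turned to 0.0746. At 96 h it rose at 18 of 24 iMac and 4 of 10 B cell loci, with an iMac median of 0.79. The class differences were -0.19 for E-P-X with depletion, 0.50 for C-E-P at 96 h and, reversed, 0.50 for the triple relative to its parts with depletion, and TNFRSF1B turned to 0.11 in E-C-X at 96 h. In windows of 7.5 kb the iMac E-P-C medians were 1.91 at 96 h, where 9 of 10 loci rose, and -2.26 with depletion. There 3 of 4 B cell loci fell. C-P-X rose at 8 iMac loci at 24 h, C-E-P at 0 iMac and 0 B cell loci at 24 h and at 4 and 0 at 96 h, with a class difference of 1.63 inside the range. RAG2 in E-C-X at 96 h turned to 0.15 with exclusion of 20 kb and was -0.28 in windows of 30 kb and with normalization to the chromosome, and passed the test in each. The cause was not tested.

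When distant meant beyond 20 kb the medians of the distant share with depletion were -0.63 and -0.64 and the class difference at 24 h was -0.0944. Beyond 50 kb they were -0.41 and -0.39, the B cell median at 24 h was 0.25, the iMac median at 96 h turned to -0.0808 with 12 loci that rose and 18 that fell, the CBS medians at 24 h were 0.19 and 0.23 and the class difference at 24 h was -0.26. A minimum of 50 counts, which leaves fewer loci, gave 9 iMac loci that rose in E-P-C and 4 in C-E-P at 96 h, 0 B cell loci that rose in C-E-P at 24 h and 1 at 96 h, and a class difference of 1.07 in C-E-P at 24 h. No minimum gave 1 B cell locus that rose in C-E-P at 96 h, a class difference of 1.06 there, inside the range, and r = 0.29 (permutation p = 0.0532) between the triples of both viewpoints. Without the 3 loci whose promoter and boundary windows overlap, an alternative chosen after seeing the data, no class median or count in E-P-X and E-C-X left its interval or the bound of 1.5 times, and the iMac median in E-C-X at 96 h was 0.47. With all 53 loci the class difference in C-E-P at 24 h was 0.64 and outside the range. Promoters at the outermost start gave class differences of -0.31 for E-P-X with depletion and 1.21 for C-E-P at 96 h, both inside the range. Means gave class differences of -0.12 in the distant share at 24 h, 0.38 in E-C-X at 96 h and, reversed, -0.0757 in the distant share from CBS viewpoints at 24 h. Without the 3 loci of highest counts 2 B cell loci fell in E-P-C and 1 iMac locus rose in C-E-P at 24 h. A paired Wilcoxon test over loci gave p = 0.0290 for iMac loci in E-P-C, p = 0.0215 for iMac loci in C-E-P and p = 0.129 for B cell loci in C-E-P at 24 h, in its exact form. With the 30 best motif matches per Mb the change at motif pairs was 0.0659 at 24 h and -0.0816 with depletion, with the 7 best it turned to -0.00506 at 96 h and was -0.17 with depletion, and with loci weighted equally it was 0.15 at 24 h. The cause was not tested for these.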

Other observations

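Except for the calls in E-P-X and C-P-X at 96 h, which were planned, all tests here were chosen after the first results were seen. Of these, only those of motif orientation and of promoters past the boundary site were set down before their own values were known.

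Several B cell genes whose promoters lost enhancer contacts gained contacts with the boundary site. Of 14 B cell loci measured from that site 11 rose in C-P-X at 96 h and 1 fell, or 3 with normalization to the whole chromosome, among them RAG2 with -0.20. RORB, named after its values were seen, fell in both, with -0.25 in E-P-X, a call lost with exclusion of 20 kb (-0.18) and with all counts divided by 3, and -0.58 in C-P-X. EBF1, which encodes a B lineage factor, had -1.49 in E-P-X and 1.59 in C-P-X at 96 h, MYB had -1.04 and 0.91, DNTT had -0.72 and 1.30, and IRAG2 had -0.99 and 1.28. The E-P-X and C-P-X changes come from separate captures, and each was called at its locus.

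A hypothesis for the loss at CTCF motif matches in the depleted library is that sites oriented towards the enhancer lose more. The log2 change of counts at 552 facing matches was -0.16 and at 539 matches facing away 0.00. The difference of -0.16 lay at percentile 0.10 of shuffled orientations, as a loss of contacts that depend on motif direction would give, in 1 depleted library. In the control library the enrichment was 1.21 at facing matches and 1.00 at those facing away, so the latter had little to lose. Changes from 0 h to 24 h and 96 h did not differ detectably by orientation, with differences of -0.001 and 0.03 at percentiles 48.11 and 72.91.

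A further hypothesis is that contacts past the boundary site, which gained relative to distant counts in the depleted library, fall on promoters. At 318 promoters past the site in 45 loci the median change relative to all distant counts was 0.62. Windows free of promoters at matched distance had 0.62 [0.54, 0.69]. No preference was detected, though a small one may be hidden by the spread of the windows. Promoters were not selected by expression, so a preference for active ones was not tested.

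It was also asked whether the fall at B cell loci was complete by 24 h while the rise at iMac loci went on. From 24 h to 96 h the E-P-X median of B cell loci changed by -0.17 [-0.26, -0.11], with 7 of 15 loci called, which argues against a fall complete at 24 h. That of iMac loci changed by 0.51 [0.43, 0.64], with 31 of 36 called. The medians differed by 0.69, outside the relabelled range from -0.26 to 0.42. Classes that move in opposite directions differ whatever their timing, so this difference does not decide the question.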
